A study of Mus musculus with 23 samples.

How the data were processed

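The samples were 23 mouse hippocampi, each from a different animal. Per the labels' protocols, total RNA was extracted from frozen tissue, ribosomal RNA was depleted, strand-specific libraries were made from 500 ng of RNA, and both ends were read for 100 bases on an Illumina instrument. The group of each library came from the labels for sex chromosomes and gonad, giving 4 groups of 5 or 6 libraries. The replicate numbers used here follow accession order and only name libraries.

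A single table of all libraries was used. Its estimated counts, per the file headers raw values per gene that need not be whole, were rounded to whole numbers before the count tests. Its normalized values are deposited on a log2 scale. Checked against the counts over genes with no 0 in any library, they equal the log2 count plus 1 constant per library to within 1.37e-06, less the median of the 5 XXF libraries. How the 40 zeros in the counts were replaced was not checked. The constant differed from the median-of-ratios size factor by at most 0.00590. These log2 values were used for an alternative test. Per the file headers, genes were kept where the raw value was at least 20 in 100% of the libraries of at least 1 group. In the counts the lowest such group minimum over genes was 20. This filter uses the groups, so genes low in every group are not analysed here. The aligner, the counting program, the use of strand in the counting and the genome build are not given in the sources used here. Coordinates are those of the table. Of 12948 records whose symbol and chromosome matched the GRCm38 annotation of GENCODE, 12946 overlapped the gene of that name there. No column of values was left without a matching library.

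The design, the named-gene rule, the marker lists and the alternatives were fixed before the data were examined. Tests of the marker lists were fixed for both main effects only, and those of the distal X list and the X-linked set for the sex chromosome effect only. List tests of the interaction and of pairwise comparisons were not among those fixed beforehand. Counts were normalized by the trimmed mean of M-values, the filterByExpr function removed none of the 13766 genes, and edgeR (version 4.0.16) quasi-likelihood tests were run in R (version 4.3.3) with a mean for each of the 4 groups and 1 shared estimate of the spread. Contrasts gave the sex chromosome effect (XY minus XX, averaged over gonads), the gonad effect (testes minus ovaries, averaged over sex chromosomes), their interaction and the 6 pairwise comparisons. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes. CPM used the total over listed genes times its normalization factor, and log2 CPM used a prior count of 2. All tests were 2-sided.

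Gene lists were tested with fry in limma (version 3.58.1). The 8 marker lists were interferon response, MHC class I, microglia, choroid plexus, immediate early genes, circadian clock, thalamus and myelin, and their p were adjusted over the 8. The distal X list and the set of X-linked genes without Xist and the escape genes each stood alone. List members not analysed here were Oas1a, Cldn2, Slc4a5, Egr2, Ciart, Bhlhe41 and Tlr8. A list score is the mean log2 CPM of its members. Because the groups are small, each list score was also compared by an exact permutation test, a test chosen after the data were seen. Sex chromosome labels were permuted within each gonad for the sex chromosome effect, and gonad labels within XX and within XY for the gonad effect and the interaction. Lists added after the values were seen held haemoglobin, retina, pineal, further choroid plexus, mural cell and serum response factor (SRF) target genes, and are used only in the closing section. Correlations of effects were taken across autosomal genes with p from 100 permutations of the labels.

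Genes were named by a rule. It names Xist and 4 Y genes as a check of labels, the X-linked partners and escape genes, and the distal X list with its flanking genes. It also names up to 5 genes per direction with the smallest p among those called for the sex chromosome effect (autosomal genes) and the gonad effect, and for the interaction the 2 with the smallest p where none passed. Last come up to 5 further called X-linked genes, and the autosomal gene with the smallest p in each pairwise comparison. Genes with near-identical copies are named as uncertain. The single-gene values of 1 gene are not reported here.

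The steps were tested on simulated data with 200 of 13766 genes changed and each gene drawn independently. The adjusted threshold is easier to pass where many genes change. The shares recovered are therefore too high for a comparison in which few genes change. For the sex chromosome effect 95% of genes changed 1.5-fold were recovered and 3.48% of calls were false, for the gonad effect 94% and 4.46%, for XXM against XXF 81% and 4.37%, and for the interaction 64% and 3.90%. In simulated data for the gonad effect, fry called a list of 10 raised genes in the right direction and put 6% of 200 unchanged lists under 0.05. Depth was 10257751 to 36078221 estimated counts per library, so that a gene at 1 CPM rests on about 10 counts in the shallowest library.

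The alternatives fixed beforehand were median-of-ratios normalization, a mean count above 100, DESeq2 (version 1.42.0), limma voom, limma with sample quality weights, a fold change of at least 1.25, an adjusted p under 0.1, an additive model, autosomal genes alone, each gonad alone (for counts of genes), only the 2 groups compared, camera with an estimated correlation, other correlation measures, and leaving out each library in turn. For splits of the libraries, 100 were drawn for each main effect and 60 for each pairwise comparison, the real split included. Plots were drawn with matplotlib (version 3.10.9) in Python (version 3.11.15). Litter and cage identity and sequencing batch were not used here, since the labels used do not name them.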

Results

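Hippocampal RNA was sequenced from 23 mice of the C57Bl/6J strain, collected at about 12 months of age and bred in a model (FCG) that separates sex chromosomes from gonads. In this model the testis-determining gene Sry has been removed from the Y chromosome and placed on an autosome. The sex chromosome complement (XX or XY) and the type of gonad (ovaries or testes) are therefore inherited separately. The animals fell into 4 groups: XX with ovaries (XXF, n = 5), XX with testes (XXM, n = 6), XY with ovaries (XYF, n = 6) and XY with testes (XYM, n = 6). The crossed design asks which differences in hippocampal expression follow the sex chromosomes, which follow the gonad, and whether either effect depends on the other. Pups were housed after weaning by the appearance of the external genitalia, so the type of cage was confounded with the gonad, and litter and cage identity were not used here.

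The table held estimated counts for 13766 gene records, of which 13275 were autosomal, 486 were X-linked and 5 were Y-linked. The total per library over these genes ranged from 10257751 to 36078221, with a mean of 22250875. The group means were 19879976 ± 10176752 in XXF (SD, n = 5), 26826494 ± 4464315 in XXM (SD, n = 6), 18289378 ± 5776765 in XYF (SD, n = 6) and 23612500 ± 6237509 in XYM (SD, n = 6). The highest total was 3.52 times the lowest. Spearman correlations between libraries of a group ran from 0.983 to 0.996. No pair of libraries within a group agreed to within sampling noise, the lowest chi-square per gene between any such pair being 4.30, so each library counted as 1 replicate. Levels are given as CPM, the count scaled by the total of the library. Differences are log2 fold changes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. Their standard errors are not reported by that test. They were derived as the absolute log2 fold change over the square root of its F statistic, and are approximate.

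The sex chromosome labels were checked first. Xist, the RNA that coats the inactive X chromosome (gene 213742, X chromosome, 103460373 to 103483233), stood at 1324 ± 142 CPM in XXF (SD, n = 5) and 1268 ± 185 CPM in XXM (SD, n = 6). The 11 XX libraries ranged from 936 to 1468 CPM. Of the 12 XY libraries, 11 lay at or below 2.87 CPM, and XYF replicate 4 lay at 94.1 CPM from a count of 1117. Xist overlaps an antisense gene and the use of strand in the counting is not given in the sources used here, so its level is uncertain to that extent. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had counts of at most 13, 5, 2 and 4.79 in any XX library. In XY libraries their lowest levels were 49.2, 34.9, 22.5 and 12.8 CPM. In XYF replicate 4 the mean of these Y genes was 101% of that in the other 5 XYF libraries. Every library therefore carried the Y-gene signal of its label, and XYF replicate 4 carried an added Xist signal. The fitted log2 fold changes, XY over XX, were -7.97 ± 0.60 for Xist and between 8.10 and 9.81 for the 4 Y genes. Fitted values for genes near 0 in a whole group depend on the prior count and are no bounds.

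**Figure D1:**
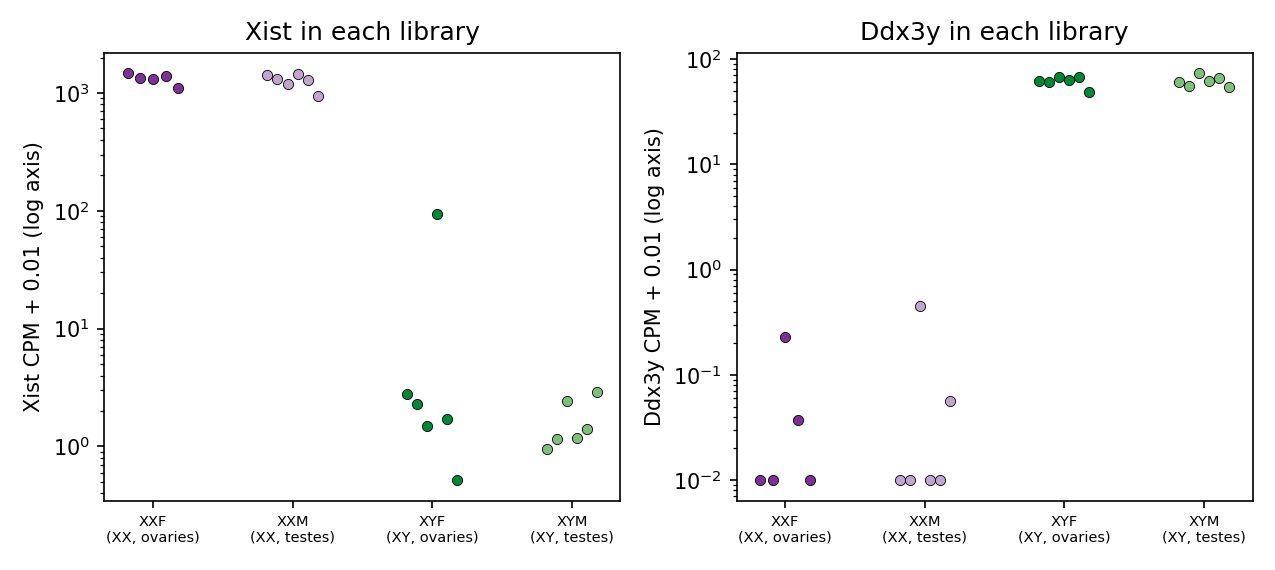
Levels in CPM of Xist and of the Y-linked gene Ddx3y in each of the 23 libraries by group, on a log axis after adding 0.01, each point 1 library. Xist lay between 936 and 1468 CPM in the XX libraries and at 94.1 CPM in XYF replicate 4, and Ddx3y was at or above 49.2 CPM in every XY library.

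Across the sex chromosome effect, which averages XY minus XX over both gonads, 39 genes had an adjusted p under 0.05 with edgeR, 33 higher and 6 lower in XY. Of these 22 were autosomal, 13 X-linked and 4 Y-linked. The unadjusted p was under 0.05 for 933 genes, where 688 would be expected by chance. In simulated data for this comparison, 95% of genes changed 1.5-fold and 99% of genes changed 2-fold were recovered over 13766 genes, and 3.48% of calls were false. Among the alternatives the count moved most, as a ratio, when the effect was taken in animals with testes alone, which called 16 genes. The highest count was 68, with sample quality weights.

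The X-linked genes with a Y-linked partner or known to escape X inactivation were compared next, since they are transcribed from both X chromosomes in XX animals. Eif2s3x (gene 26905, X chromosome, 94188709 to 94212651) fell by 0.62 ± 0.04 on the log2 scale in XY (edgeR adjusted p = 3.07e-11), from 213 ± 5.95 CPM in XXF (SD, n = 5) and 223 ± 16.9 CPM in XXM to 141 ± 9.44 CPM in XYF and 144 ± 10.4 CPM in XYM (SD, n = 6 each). Kdm6a (gene 22289) fell by 0.51 (edgeR adjusted p = 1.59e-06), Kdm5c (gene 20591) by a log2 change of -0.36 (edgeR adjusted p = 0.000127) and Ddx3x (gene 13205) by a log2 change of -0.28 (edgeR adjusted p = 0.00413). The log2 change of 5530601H04Rik was -0.33, which failed the correction (edgeR adjusted p = 0.109). That of Mid1, which runs into the pseudoautosomal region and whose reads the counting can split between copies, was -0.05 (edgeR adjusted p = 0.972). Pbdc1, Jpx and Ftx were not analysed here.

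A list of genes near the distal end of the X chromosome was fixed beforehand, to ask whether XY animals of this colony carry them at a raised dose. All 7 members in the table were higher in XY and all 7 passed over all genes as well as adjusted over the list alone. Tlr7 (gene 170743, X chromosome, 167304931 to 167330528) rose by a log2 fold change of 1.07 ± 0.11 (edgeR adjusted p = 2.79e-07), from 3.74 ± 0.502 CPM in XXF (SD, n = 5) and 4.20 ± 0.685 CPM in XXM to 8.89 ± 1.52 CPM in XYF and 7.78 ± 1.63 CPM in XYM (SD, n = 6 each). Msl3 (gene 17692, X chromosome, 168654118 to 168673902) rose by 0.95 ± 0.05 (edgeR adjusted p = 5.08e-14), and its lowest XY library, at 40.5 CPM, lay above its highest XX library, at 27.8 CPM. Frmpd4 rose by 0.93, Arhgap6 by 0.94, Hccs by 0.92, Prps2 by 0.87 and Tmsb4x by 0.64, with adjusted p from 1.34e-12 to 0.00631 by edgeR. The median of the list was 0.93. As a set it passed by fry (p = 4.45e-16) and in an exact permutation test of its mean log2 CPM, with sex chromosome labels permuted within each gonad (p = 2.34e-06, the smallest the 426888 assignments can give). The median was 0.97 in animals with ovaries and 0.86 in animals with testes, and the interaction did not pass by fry (p = 0.147) or in an exact permutation test of the mean (p = 0.0643). The genes ran from position 167207094 to 169320343. The 7 flanking genes on both sides had a median log2 fold change of -0.01, ranged from -0.21 to 0.10, and 0 of them passed. Of the flanking genes only Mid1, at -0.05, lay beyond the list in position, and the rest lay before it. The far side therefore rests on Mid1 alone, whose reads the counting can split. The other 479 X-linked genes outside the escape list, with the 7 distal genes still among them, had a median of 0.00 and did not shift as a set (fry p = 0.176, exact permutation p of their mean 0.227).

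**Figure D2:**
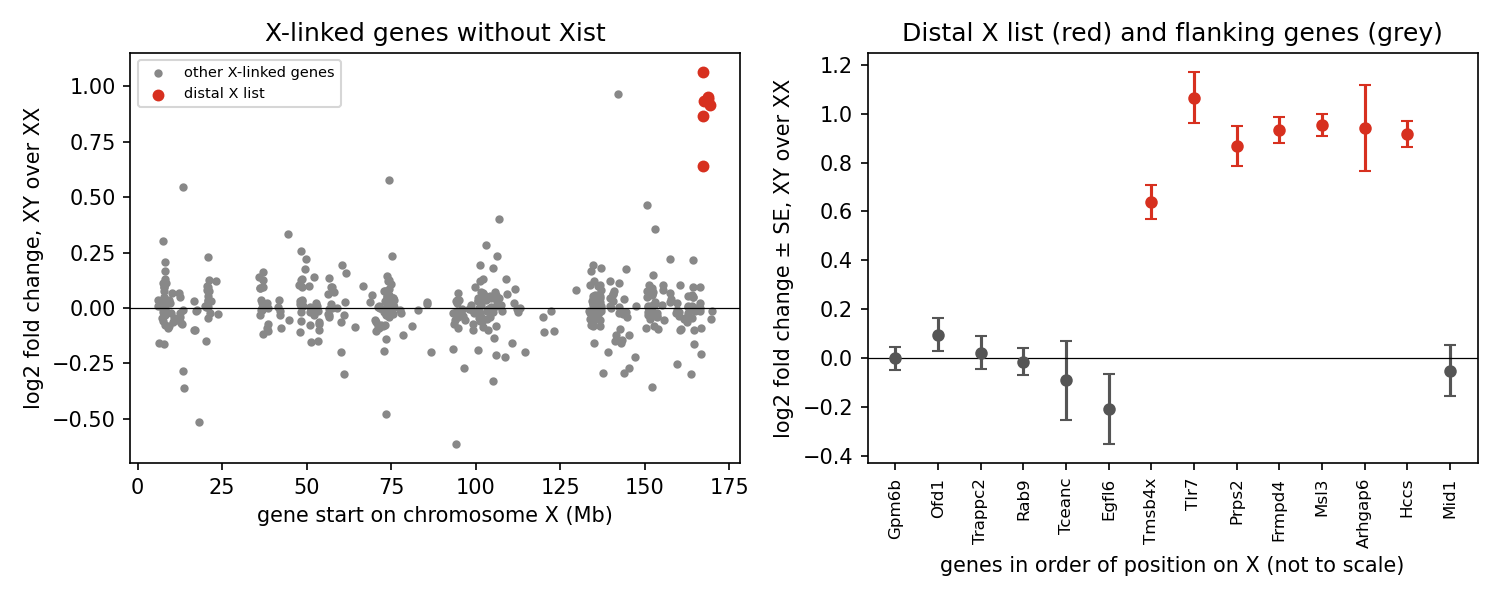
Left, log2 fold change XY over XX of each X-linked gene except Xist against its position in megabases, with the distal list in red. Right, the distal list and its 7 flanking genes in order of position, with points for the log2 fold change and bars for its standard error; the list lay between 0.64 and 1.07 and the flanking genes between -0.21 and 0.10.

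Beyond these, 1 further X-linked gene outside the lists passed. Flna (gene 192176, X chromosome, 74223461 to 74246534) was higher in XY by 0.58 ± 0.12 on the log2 scale (edgeR adjusted p = 0.0190). Of the 22 autosomal genes, 21 were higher and 1 lower in XY. Mylk (gene 107589, chromosome 16, 34784950 to 35002434) rose by 0.50 ± 0.06 (edgeR adjusted p = 1.79e-06). It stood at 21.4 ± 1.42 CPM in XXF (SD, n = 5), 22.1 ± 2.44 CPM in XXM, 30.6 ± 2.66 CPM in XYF and 31.2 ± 2.74 CPM in XYM (SD, n = 6 each), and every XY library lay above every XX library, with 26.6 CPM as the lowest XY value and 25.1 CPM as the highest XX value. Cnn2 (gene 12798, chromosome 10) rose by 0.74 ± 0.09 (edgeR adjusted p = 1.74e-05). The others with the smallest p were the interferon-inducible genes Gbp3 (gene 55932, log2 fold change 0.78), Ifit3 (gene 15959, 1.06) and Oasl2 (gene 23962, 1.19), with edgeR adjusted p of 6.67e-06, 1.74e-05 and 0.000179. These belong to families of similar genes whose reads the counting can split, so their single values are uncertain. The lone lower gene was Unc13c (gene 208898, chromosome 9, 73479424 to 73933567), at -0.54 ± 0.11 (edgeR adjusted p = 0.0222), which failed the correction when XXF replicate 3 (adjusted p 0.0753) or XXM replicate 3 (0.0521) was left out.

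The gonad effect averages animals with testes minus animals with ovaries over both sex chromosome complements. With edgeR 22 genes passed, 2 higher and 20 lower with testes, all of them autosomal, and 1877 genes had an unadjusted p under 0.05 where 688 would be expected by chance. In simulated data for this comparison 94% of genes changed 1.5-fold were recovered over 13766 genes. The count moved most with DESeq2, which called 98 genes, 27 higher and 71 lower, and without XXF replicate 5 it rose to 85. Lgr6 (gene 329252, chromosome 1, 134986353 to 135105276) was higher with testes by 0.66 ± 0.11 (edgeR adjusted p = 0.00477), though at a low level of 1.58 ± 0.260 CPM in XXF (SD, n = 5) and 1.63 ± 0.387 CPM in XYF against 2.54 ± 0.268 CPM in XXM and 2.55 ± 0.274 CPM in XYM (SD, n = 6 each). Jph1 (gene 57339, chromosome 1) was higher by 0.25 ± 0.05 (edgeR adjusted p = 0.0448), and failed the correction when any of 16 libraries was left out. Among the lower genes, Gm4070 (gene 100042856) was at -0.70, Gbp3 at -0.67, Ifit1 (gene 15957) at -1.16, H2-Q7 (gene 15018) at -1.36 and H2-D1 (gene 14964) at -0.60, with adjusted p between 0.000979 and 0.00331 by edgeR. All 5 have near-identical relatives and their single values are uncertain.

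Both effects called 10 autosomal genes in common, Gbp3 and Ifit1 among them, and all 10 were higher in XY and lower with testes. When all 23 labels were permuted 100 times, the highest number of shared genes was 0. Such permutations remove both effects, so they do not show whether 10 is more than a pair of real effects would share, and XYF libraries enter the effects with opposite signs. Across autosomal genes, which are not independent replicates, the correlation of the effects was -0.20. Over the same permutations the median correlation was 0.02, and 17 gave one as low as that observed.

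The lists of marker genes fixed beforehand were tested with fry for each effect, with Benjamini-Hochberg adjustment over the 8 lists. Beside it stands a 2-sided exact permutation test of the mean log2 CPM of each list, over 426888 assignments of labels, also adjusted over the 8. For the sex chromosome effect, the interferon response list was higher in XY (fry p = 1.60e-05, adjusted p = 0.000128; exact permutation p = 0.000801, adjusted p = 0.00641), with a median log2 fold change of 0.71 and 10 of 10 genes higher. Of its genes 7 passed over all genes and 7 adjusted over the list alone. The list of genes of antigen presentation by MHC class I was higher too (fry p = 0.00165, adjusted p = 0.00660; exact permutation p = 0.00238, adjusted p = 0.00951), with a median of 0.39 and 9 of 9 genes higher; 2 of these passed over all genes, B2m and Nlrc5, named after their values were seen, and 6 adjusted over the list alone. Its adjusted p moved most, as a ratio, with the choroid plexus score as a covariate, an alternative chosen after seeing the data (0.000106), and of the alternatives run on all 4 groups only camera changed the call (0.0577, range 0.000106 to 0.0577). With ovaries alone both lists were higher in XY, the interferon response list with a fry adjusted p = 1.20e-05 (exact permutation p = 0.00217, adjusted p = 0.0173) and the MHC class I list with a fry adjusted p = 0.00224 (exact permutation p = 0.00649, adjusted p = 0.0260). With testes alone neither passed, at a fry adjusted p = 0.506 (exact permutation p = 0.416, adjusted p = 0.664) and a fry adjusted p = 0.637 (exact permutation p = 0.271, adjusted p = 0.664). For the other 6 lists the adjusted p was between 0.42 and 0.847 by fry and between 0.439 and 0.993 by exact permutation, and 0 of their genes passed over all genes or adjusted over the list alone. Their medians were 0.07 for microglia, -0.53 for choroid plexus, 0.03 for immediate early genes, -0.02 for the circadian clock, -0.06 for thalamus and -0.07 for myelin. For the circadian clock the median and the test pointed down while the mean was 0.00 and positive at 0.00371.

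For the gonad effect, the interferon response list was lower with testes (fry p = 3.23e-06, adjusted p = 2.59e-05; exact permutation p = 8.43e-05, adjusted p = 0.000675), with a median of -0.81 and 0 of 10 genes higher; 5 passed over all genes, Ifit1 among them, and 8 adjusted over the list alone. The MHC class I list was lower (fry p = 5.60e-05, adjusted p = 0.000224; exact permutation p = 0.000220, adjusted p = 0.000881), with a median of -0.45 and 0 of 9 genes higher; 3 passed over all genes, B2m, H2-K1 and H2-D1, and 8 adjusted over the list alone. In XY animals alone both lists were lower with testes, with a fry adjusted p = 1.05e-06 for interferon response (exact permutation p = 0.00217, adjusted p = 0.0173) and 0.000101 for MHC class I (exact permutation p = 0.00433, adjusted p = 0.0173). In XX animals alone both failed the correction, at a fry adjusted p = 0.344 (exact permutation p = 0.0541, adjusted p = 0.144) and 0.282 (exact permutation p = 0.0216, adjusted p = 0.0866). Whether these effects differ between backgrounds is tested by the interaction. The microglia list was lower but failed the correction (fry p = 0.0270, adjusted p = 0.0719; exact permutation p = 0.0257, adjusted p = 0.0514; median -0.17), and 4 of its genes passed when adjusted over the list alone against 0 over all genes. In XY animals alone it passed by fry (adjusted p = 0.0204) and failed by exact permutation (p = 0.0476, adjusted p = 0.127). In XX animals alone it failed by both (fry adjusted p = 0.703; exact permutation adjusted p = 0.665). For the averaged gonad effect the circadian clock list failed as well (fry p = 0.0438, adjusted p = 0.0877; exact permutation p = 0.0233, adjusted p = 0.0514; median -0.09), with 1 gene adjusted over the list alone and 0 over all genes. For choroid plexus (median 0.72), immediate early genes (-0.24), thalamus (-0.05) and myelin (-0.05), the adjusted p was between 0.378 and 0.876 by fry and between 0.407 and 0.645 by exact permutation, and 0 genes passed over all genes, with 1 thalamus gene adjusted over the list alone.

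No gene passed for the interaction, the difference of the gonad effect between XY and XX animals. edgeR called 0 genes with 444 at an unadjusted p under 0.05, DESeq2 called 0 with 452, limma voom 0 with 415 and limma with sample quality weights 0 with 936. The smallest adjusted p was 0.670 by edgeR. In simulated data for this contrast 64% of genes changed 1.5-fold and 84% of genes changed 2-fold were recovered over 13766 genes. Among the genes with the smallest p, which failed, was Tm7sf2 (gene 73166, log2 interaction 0.52 ± 0.11). List tests of the interaction were not among the tests fixed beforehand. As a set the interferon response list passed by fry (p = 0.000422, adjusted p = 0.00338), while the exact permutation p of its mean, 0.0170, failed the correction (adjusted p = 0.136). The permutation also removes the gonad effect itself, which widens the permuted values. The median interaction was -1.12 and 0 of 10 genes were higher; 0 of its genes passed over all genes and 9 adjusted over the list alone. The MHC class I list failed (fry p = 0.0294, adjusted p = 0.118; exact permutation p = 0.137, adjusted p = 0.337; median -0.41), and the other 6 lists had an adjusted p between 0.266 and 0.916 by fry.

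The mean log2 CPM of the interferon response list was 2.04 ± 0.16 in XXF (SD, n = 5), 1.80 ± 0.17 in XXM, 3.19 ± 0.26 in XYF and 1.97 ± 0.38 in XYM (SD, n = 6 each). XYF lay above XXF by 1.15 and XYM above XXM by 0.17, which in a 2-sided exact permutation test of the interaction, with gonad labels permuted within XX and within XY over all 426888 assignments, gave p = 0.0170 (adjusted over the 8 lists 0.136). The MHC class I list stood at 3.44 ± 0.13 in XXF (SD, n = 5), 3.20 ± 0.14 in XXM, 3.97 ± 0.24 in XYF and 3.34 ± 0.25 in XYM (SD, n = 6 each). The choroid plexus list spread more widely within groups than between them, at 2.62 ± 1.62 in XXF (SD, n = 5), 4.64 ± 1.88 in XXM, 2.75 ± 1.87 in XYF and 2.54 ± 1.73 in XYM (SD, n = 6 each).

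**Figure D3:**
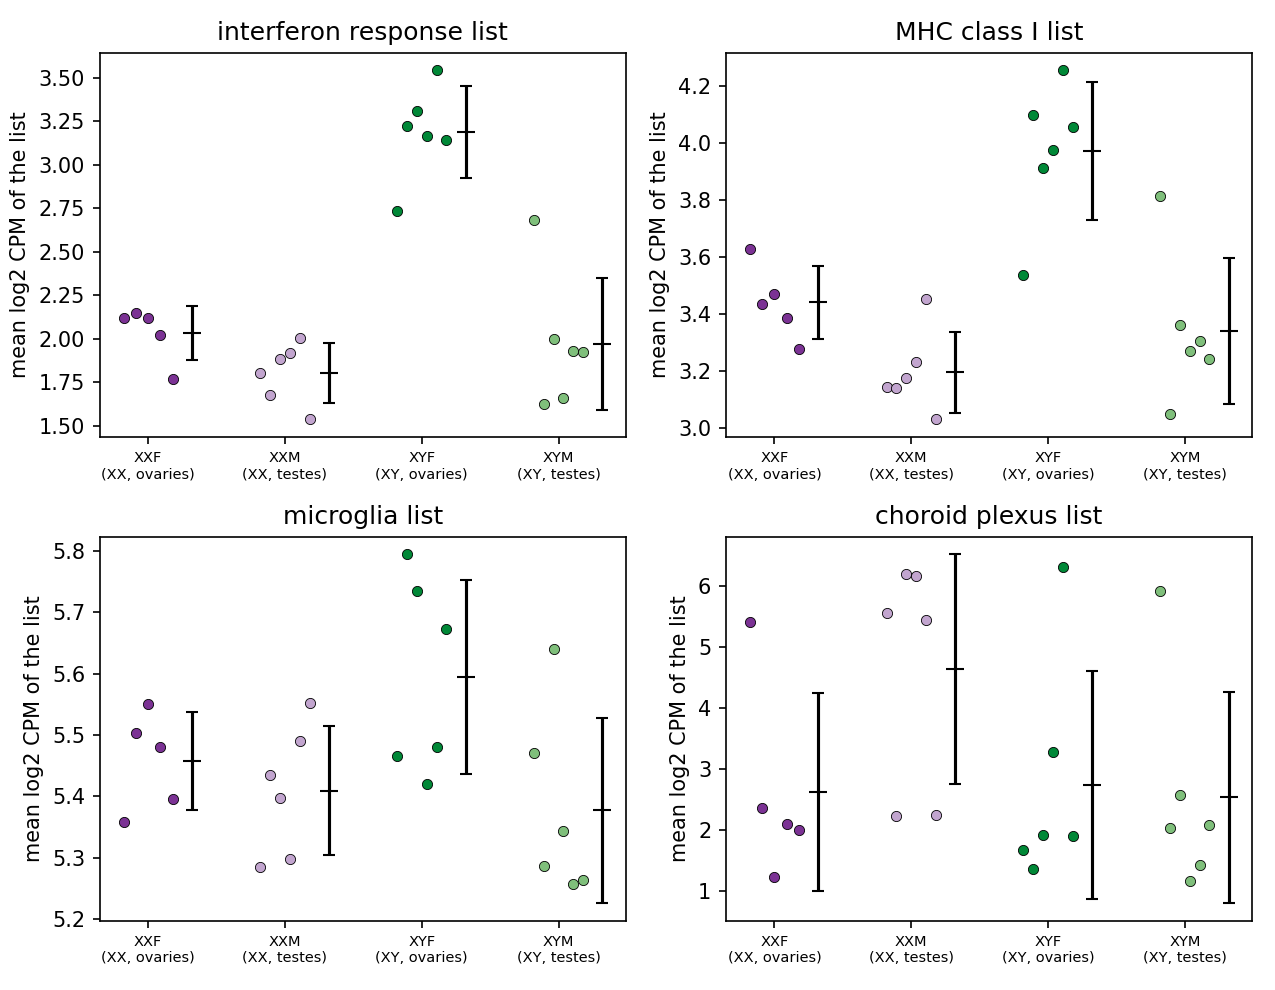
Mean log2 CPM of the interferon response, MHC class I, microglia and choroid plexus lists in each library by group, with the group mean and SD. The interferon list stood at 3.19 ± 0.26 in XYF and between 1.80 and 2.04 on average in the other groups, and the choroid plexus list ran from 1.18 to 6.32 across libraries.

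The effects in separate backgrounds were compared across the 13275 autosomal genes. The sex chromosome effects with ovaries and with testes had a Pearson r of 0.10 (permutation p = 0.594, adjusted over both relations 0.594; Spearman 0.09, permutation p = 0.673). The gonad effects in XX and in XY had a Pearson r of 0.23 (permutation p = 0.149, adjusted 0.297; Spearman 0.28, permutation p = 0.0693, adjusted 0.139). These were 2 relations, each tested with 100 permutations of labels, in effects that share no library. Neither correlation differed from the permuted values.

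The 6 comparisons of single groups shared 1 estimate of the spread. XYM against XXF, the combination found in ordinary males and females, called 18 genes with edgeR, 13 higher and 5 lower, of which 6 were autosomal. XXM against XYF, the crossed combination, called 69, 6 higher and 63 lower, of which 52 were autosomal. XYF against XXF called 40, 36 higher and 4 lower, with 26 autosomal genes, all higher in XYF. XYM against XXM called 16, 12 higher and 4 lower, with 2 autosomal genes, Mylk and Cnn2, the latter named here after its values were seen. XYM against XYF called 31, all lower in XYM, of which 30 were autosomal and 1 was the X-linked gene Alas2 (log2 fold change -1.40, edgeR adjusted p = 0.0224), named after its values were seen. XXM against XXF called 0 with edgeR, where 1061 genes had an unadjusted p under 0.05; limma voom called 0 with 1091, limma with sample quality weights 0 with 1766, and DESeq2 called 1 with 1084. In simulated data for XXM against XXF, 81% of genes changed 1.5-fold were recovered over 13766 genes. Because no single gene passed for the interaction, a larger count in one background than in the other was not shown to be a difference between them for any single gene. The autosomal genes with the smallest p were Mylk for XYM against XXF (log2 fold change 0.54, edgeR adjusted p = 0.000655) and XYM against XXM (0.50, 0.000722), and Gbp3 for XXM against XYF (-1.45, 2.33e-08), XYF against XXF (1.10, 1.73e-05) and XYM against XYF (-0.99, 0.000310). For XXM against XXF it was Fam43b (gene 625638, log2 fold change -0.47), which failed with edgeR (adjusted p = 0.276) and was the gene DESeq2 called (adjusted p = 0.00724).

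**Figure D4:**
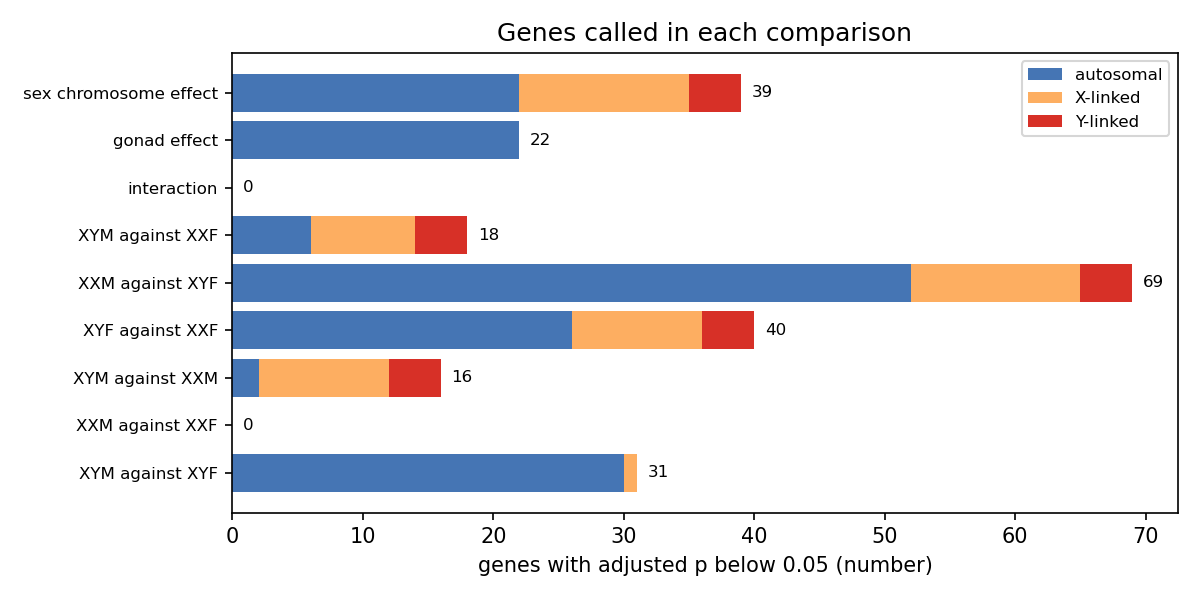
Number of genes with an edgeR adjusted p under 0.05 in each comparison, stacked by autosomal, X-linked and Y-linked genes. The counts ran from 0 for the interaction and for XXM against XXF to 69 for XXM against XYF.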

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

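The tests of a mislabelled animal, of spill-over and of pineal tissue for XYF replicate 4, of library depth for the choroid plexus score, and of an extra distal X copy acting alike with either gonad were chosen only after the result was seen; so were the exact permutation tests of haemoglobin, Tlr7 and the distal list and the retina, haemoglobin and further choroid plexus lists. Single libraries are described here where their gap to the nearest library of the group was large against the range of the group. This held for 20 of 200 groups of values, where chance puts about 1 in 20 groups beyond the limit, or 10 of 200. XYM replicate 1 accounted for 5 of them and XXF replicate 3 for 3.

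In XYF replicate 4, Xist stood at 94.1 CPM while the next XYF library stood at 2.79 CPM. A mislabelled XX animal was argued against, since the 4 Y genes averaged 101% of the other 5 XYF libraries. Tissue of the same animal, such as the pineal gland, was argued against as well, since XY tissue has no Xist to bring and the level was 32.8 times that of the next XY library; 0 of 3 pineal genes in the table were above all 22 other libraries. In the values, 10 photoreceptor genes were seen to lie above all 22 other libraries, among them Sag at 186 CPM against at most 5.37 CPM and Nrl at 79.1 CPM against at most 2.44 CPM. RNA from the retina of an XX animal is a candidate explanation for both signals. It was tested on 44 further retina genes, of which 6 were in the table; their median was 1.10 higher on the log2 scale, and 3 of the 6 lay above all 22 others (Abca4, Cplx3 and Mak), where chance gives 4.35% per gene. Few genes remained because those low in every group are not in the table, and all 6 had reads in the other libraries too, with mean levels from 2.65 CPM for Mak to 518 CPM for Dkk3, so this stays open. Spill-over of reads or tissue from the XX libraries cannot be told apart from it, since Xist was at 7.27% of the XX mean and a dilution of that size of the Y genes would be hidden by their spread over XYF libraries, 73.3% to 118% of the mean; spill-over of hippocampal reads alone would leave the photoreceptor genes unexplained. No biological explanation was tested.

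The choroid plexus score was 5.42 in XXF replicate 1 and 5.93 in XYM replicate 1, far above the others of their groups at no more than 2.36 and 2.58. Across all libraries the score fell into 7 higher and 16 lower values, parted by a gap of 2.13, with Ttr, its most abundant gene, at 1668 to 2927 CPM in the higher and 19.2 to 152 CPM in the lower, and 1 of the higher ones was in XXF, 4 in XXM, 1 in XYF and 1 in XYM. Choroid plexus tissue kept with some hippocampi may be the source. Of 16 further choroid plexus genes 12 were in the table, and all 12 were higher in every library of the higher set than in any of the lower set. Within the 16 lower libraries their mean followed the score with r = 0.727 (permutation p = 0.00162, adjusted over 4 relations 0.00556; Spearman 0.603, permutation p = 0.0154, adjusted 0.0476), and without the 2 libraries farthest from the median r became 0.453, so the relation there rests in part on those libraries. Within the 7 higher libraries r was 0.953 (exact permutation p = 0.00278, adjusted 0.00556; Spearman 0.857, exact permutation p = 0.0238), and 0.993 without the 2 farthest. Library depth was argued against as the source of the gap, which stood at 2.12 after every library was thinned to 10257751 counts, against at most 0.754 between neighbours within either set. Within the sets the relation of the total to the score was not settled. It had r = -0.136 in the lower libraries (permutation p = 0.615; Spearman -0.0382, permutation p = 0.891), which became 0.115 without the 2 farthest libraries. In the higher ones it had r = -0.0143 (exact permutation p = 0.969; Spearman 0.107, exact permutation p = 0.840), which became -0.525 without the 2 farthest. A choroid plexus that differs between groups biologically was not separated from dissection; by fry the list failed for both main effects.

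In a test that was not fixed beforehand, the interferon response list was called as having a different gonad effect in XY than in XX animals (fry adjusted p = 0.00338). It stayed under 0.05 at every library left out (adjusted p 4.95e-05 to 0.00948). Technical sources were tested 1 at a time, with fry and adjustment over the 8 lists. Microglial content was argued against, with an adjusted p = 0.0120 after adding the microglia score to the model, and so was choroid plexus content, with an adjusted p = 0.00218. Library depth was argued against, with an adjusted p = 0.00152 after thinning each library to 10257751 counts. Neither XYF replicate 4 (adjusted p = 0.00542 without it) nor XYM replicate 1 (adjusted p = 4.95e-05 without it) carried the result. Chance assignment of the gonad stays open, since the exact permutation p of the list score was 0.0170 on its own and 0.136 adjusted over the 8 lists. Blood left in the tissue stays open. The mean log2 CPM of 4 haemoglobin genes was 6.52 ± 0.52 in XYF (SD, n = 6), against 5.76 ± 0.59 in XXF (n = 5), 5.53 ± 0.26 in XXM and 5.34 ± 0.51 in XYM (n = 6 each), and XYF lay above XXF (exact permutation p = 0.0411) and above XYM (exact permutation p = 0.00433, adjusted fry values over 9 comparisons 0.0398 and 0.00391). XXF replicate 5 stood at 4.70, against 5.98 to 6.08 in the other XXF libraries, and lowered the XXF mean. The gap between XYF and XXF thus rests in part on that library, and was not tested without it. The interaction of haemoglobin itself failed (fry, adjusted over the 9 comparisons 0.0531; exact permutation p = 0.0695). With that score in the model the list had an adjusted p of 0.0476, against a range of 0.00218 to 0.0476 over the covariates. Blood cannot be told apart from the groups here, since it follows them.

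A raised dose of the distal X genes, among them the innate immune receptor Tlr7, might act on the interferon genes. Whether it acts alike with either gonad stays open. The sex chromosome effect on the score was larger with ovaries than with testes by 0.985, but this difference is the interaction itself, which chance was not excluded for. The interaction did not pass for Tlr7 (edgeR adjusted p = 0.999; exact permutation p of its log2 CPM 0.0787) or the distal list (exact permutation p = 0.0643), both in the same direction. A joint action of that dose and the gonad was not tested. The gonad and the sex-specific cage go together in this design, and an infection or litter shared by the XYF animals cannot be excluded; neither was tested, and cages named by gonad alone would not part XYF from XXF. The interaction is therefore not called biological.

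XYM replicate 1 had an interferon score of 2.68, next to 2.00 for the nearest XYM library and 2.74 for the lowest XYF library. It was also highest of XYM for Oasl2 (9.95 CPM), Ifit1 (6.10 CPM) and H2-Q7 (1.81 CPM), which are related measures, and for haemoglobin (6.26 against 5.50 for the next). A mislabelled XYF animal could explain this. On 50 genes ranked on the XX libraries alone for the gonad difference its score was 0.135, and XYF libraries ran from -0.248 to 0.144 and other XYM libraries from -0.0130 to 0.254, so the ranges overlap and the score does not decide. Its levels of Lgr6 (2.51 CPM against at most 2.31 in XYF), Jph1 (56.9 against at most 55.1) and Gm4070 (5.53 against at least 6.09) lay on the XYM side, though these genes were called with this library among the samples. A mislabelled animal thus cannot be told apart from an XYM animal with a high interferon level. XYF replicate 1 was lowest of XYF for Oasl2 (8.81 CPM) and H2-D1 (51.7 CPM), and it had the lowest haemoglobin score of XYF (5.73).

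The other single libraries were far from their groups for 1 gene or list each or for genes near 0. In XX libraries, Eif2s3y in XXF replicate 3 (0.274 CPM), Ddx3y in XXF replicate 3 (0.219 CPM) and Ddx3y in XXM replicate 3 (0.437 CPM) rested on counts of at most 13. The rest were Kdm6a in XXM replicate 6 (51.6 CPM), 5530601H04Rik in XYF replicate 6 (6.26 CPM), Prps2 in XYF replicate 5 (93.5 CPM), Cnn2 in XXM replicate 1 (4.24 CPM), Jph1 in XYM replicate 3 (65.4 CPM), Unc13c in XXF replicate 3 (55.7 CPM), Fam43b in XXF replicate 2 (31.2 CPM) and the thalamus score in XXF replicate 4 (3.31). As chance alone puts about 10 of 200 groups beyond the limit, these were not tested further, and no explanation, technical or biological, was tested for them.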

How the results depend on the processing

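The exact permutation tests of list scores, the choroid plexus score as a covariate, limma on the deposited log2 values and the X-linked set without the distal list were chosen only after seeing the data. Across settings other than leaving out a library, 81 values of counts of called genes stayed within 1.5 times the reported count and 22 moved further. For lists, 64 kept direction and side of the threshold, 5 reversed direction, 1 gained and 1 lost the call. The 92 values for named genes came only from median-of-ratios normalization and the choroid plexus covariate, and all kept direction and side. All 6 for correlations kept them too. The other settings were not compared gene by gene, and some calls of named genes changed there. With DESeq2, Fam43b was called for XXM against XXF. At a mean count above 100, where fewer genes were tested, 0 genes were called higher for the gonad effect, so Lgr6 and Jph1 were not called. Where a value changed, the cause was not tested, except that fewer genes, libraries or animals enter where a setting says so.

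The sex chromosome count of 39 became 60 with DESeq2 (45 higher, 15 lower), 68 with sample quality weights (47 higher, 21 lower), 63 with the choroid plexus covariate, 16 in animals with testes alone, which uses fewer animals, and 19 with autosomal genes tested alone, which leaves out the X and Y genes. The autosomal count of 22 became 35 at an adjusted p under 0.1, 42 with DESeq2, 49 with sample quality weights and 46 with the covariate; all 22 reported genes were kept in each of these 4. The gonad count of 22 (2 higher, 20 lower) became 59 at an adjusted p under 0.1, 11 at a mean count above 100, where fewer genes were tested, 98 with DESeq2 (27 higher, 71 lower), 76 with sample quality weights (18 higher, 58 lower) and 44 with the covariate. XYM against XXF moved from 18 (13 higher, 5 lower) to 30 at an adjusted p under 0.1 (16 higher, 14 lower), 51 with DESeq2 (24 higher, 27 lower) and 123 with sample quality weights (57 higher, 66 lower), so that most calls were lower with the last 2. XXM against XYF moved from 69 to 42 at a mean count above 100. XYM against XYF moved from 31 to 19 at a mean count above 100, 47 with DESeq2 and 15 with only the 2 groups in the fit. For XXM against XXF, DESeq2 called 1 gene in place of 0 by edgeR. Median-of-ratios normalization moved no count by over 1.5 times.

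Leaving out each library in turn gave 34 to 48 genes for the sex chromosome effect, 18 to 31 for its autosomal part, 17 to 85 for the gonad effect, 0 to 3 for the interaction, 12 to 36 for XYM against XXF, 53 to 83 for XXM against XYF, 32 to 51 for XYF against XXF, 15 to 17 for XYM against XXM, 0 to 0 for XXM against XXF and 19 to 50 for XYM against XYF. The gonad count rose to 85 without XXF replicate 5, 42 without XYF replicate 1, 34 without XYF replicate 5 and 49 without XYM replicate 1, and all 22 reported genes were kept in each. XYM against XXF gave 36 without XYM replicate 6. XYM against XYF gave 20 without XYF replicate 2, 50 without XYM replicate 1, 20 without XYM replicate 2, and 19 without XYM replicate 4, 5 or 6. The interaction called 1 gene without XYF replicate 1 and 3 without XYM replicate 1 (Gbp6, Oasl2 and Bst2, adjusted p 0.0280 to 0.0358), named after their values were seen.

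Among lists, values are fry p adjusted over the 8 lists, or for the X-linked set fry p. With camera the MHC class I list failed for the sex chromosome effect (0.0577, range over its alternatives 0.000106 to 0.0577), while the interferon list for both effects (0.00272 and 0.000684) and the MHC class I list for the gonad effect (0.00376) held. The immediate early gene list, not called for the sex chromosome effect, turned downward with sample quality weights (0.989) and with the covariate (0.892), range 0.842 to 0.989, and over libraries left out it ran from 0.645 to 0.986. The circadian clock list, also not called, turned upward with sample quality weights (0.726) and the covariate (0.892), range 0.726 to 0.892. The thalamus list for the gonad effect turned upward with sample quality weights (0.594, range 0.533 to 0.929) and ran from 0.551 to 0.980 over libraries left out. The microglia list for the gonad effect passed with sample quality weights (0.0132, range 0.0132 to 0.214) and ran from 0.0138 to 0.140 over libraries left out; it passed without XXF replicate 1 (0.0388), XXM replicate 6 (0.0386), XYF replicate 1 (0.0447), XYF replicate 4 (0.0316), XYM replicate 1 (0.0488) or XYM replicate 3 (0.0138). The circadian clock list for the gonad effect ran from 0.0361 to 0.232 and passed without XXF replicate 4 (0.0361) or XYM replicate 1 (0.0434). The X-linked set ran from 0.0459 to 0.333, passed without XXF replicate 3 (0.0459) and stood at 0.622 without the distal list (exact permutation p of the mean score 0.604). The MHC class I list passed for the interaction without XYF replicate 1 (0.0175) or XYM replicate 1 (0.00807) and in no other omission.

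The correlation of sex chromosome effects ran from -0.00462, without XXF replicate 1, to 0.221, and that of gonad effects from 0.12 to 0.368, the latter without XYF replicate 5 with a permutation p of 0.0297. Of named genes, the flanking genes Gpm6b (-0.0222 to 0.0201), Trappc2 (-0.0119 to 0.0530) and Rab9 (-0.0335 to 0.00816) changed sign near 0. Jph1 lost its call without any of 16 libraries (adjusted p 0.0561 to 0.105), that is all but XXF replicates 2 and 5, XYF replicates 1, 2 and 5 and XYM replicates 1 and 6. Unc13c lost it without XXF replicate 3 (0.0753) or XXM replicate 3 (0.0521), and Flna without XXF replicate 3 (0.0585), XXF replicate 4 (0.0551) or XXF replicate 5 (0.0532). 5530601H04Rik gained it without XYM replicate 4 (0.0333).

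A filter-free fit gave no separate value because filterByExpr removed no gene. Other pseudocounts of 0.1 and 10 and quantile normalization applied to normalized values only and were not run. No paired analysis was possible because each label carries its own animal number and the replicate numbers only name libraries. Depth limits genes near 1 CPM, such as H2-Q7 and Lgr6, to roughly 10 counts in the shallowest library.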

Other observations

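The exact permutation tests of list scores, the tests of escape from X inactivation and of a regional shift for the distal X genes, and the mural cell and SRF target lists, were chosen only after the result was seen.

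The distal X genes were higher in XY with a median log2 fold change of 0.932, close to what a doubled dose would give, and the genes on both sides had a median of -0.0141. A regional shift was argued against by that second value on the side of lower positions, where all the flanking genes but Mid1 lie. On the far side Mid1 alone was tested, at -0.05, and its counts are uncertain, so a shift there stays open. Escape from X inactivation, which would raise XX over XY, was argued against by the lowest gene of the block, at 0.639 higher in XY. An extra copy of the block on the Y chromosome of this colony is a candidate explanation, with both medians of the gonads near 1 (0.97 and 0.86). It cannot be placed on the Y from expression alone, and Tmsb4x at 0.64 lay below the others. This was 1 of 100 splits of the libraries with a p as small for the list, the real split included, so chance can be excluded. Effects assigned to XY in these animals could come from this block as well as from the Y or the number of X chromosomes; the design does not part these.

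Among the genes higher in XY were Mylk, Cnn2, Flna and Tgfb1i1, all tied to actin; the last was chosen after its values were seen (log2 fold change 0.52, edgeR adjusted p = 0.00720). More mural cells were not shown, since the list of 12 mural cell genes did not shift as a set (fry adjusted p = 0.699, exact permutation p of the mean 0.784, median -0.01). Its members went both ways, with 4 of 12 higher in XY. With ovaries alone 1 of 12 was higher (fry adjusted p = 0.356) and with testes alone 8 of 12 (fry adjusted p = 0.657). A failed test over such mixed members does not exclude more mural cells, so this stays open. Choroid plexus content was argued against, since all 4 genes stayed called with that score in the model, the highest adjusted p being 0.00862. A list of 14 SRF target genes, chosen after these values were seen and without them, was higher in XY by fry (adjusted p = 0.00565 over 2 lists), with a median of 0.10 and 11 of 14 genes higher; 0 passed over all genes and 3 adjusted over the list alone. This was 1 of 100 splits with a fry p as small. The shift was small, however, and the mean log2 CPM of the list did not differ in an exact permutation test (p = 0.143), nor with ovaries alone (exact p = 0.197) or testes alone (exact p = 0.654). By fry it passed with ovaries alone (adjusted p = 0.0293 over 2 lists, 11 of 14 genes higher) and failed with testes alone (adjusted p = 0.0961). Raised SRF activity may underlie the 4 genes, but these tests do not decide it; Tmsb4x, which encodes an actin-binding protein, is in the distal block, and a link to it was not tested.

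Other splits of the same libraries were counted for each comparison, the real split included. For the sex chromosome effect, 2 of 100 splits called as many genes (and 2 of 100 as many autosomal genes), for the gonad effect 1 of 100, and for the interferon response and MHC class I lists 1 of 100 each under either effect, so chance can be excluded for these. Among pairwise comparisons 1 of 60 splits was as large for XYM against XXF, 1 of 60 for XYF against XXF, 1 of 60 for XYM against XXM and 2 of 60 for XYM against XYF. Between XX and XY groups these counts include X and Y genes whose dose follows the labels, which favours the real split. The autosomal calls alone were 6 for XYM against XXF, 26 for XYF against XXF and 2 for XYM against XXM. Other splits called at most 0, 6 and 0 genes of any kind. For XXM against XYF 3 of 60 splits called as many genes, so by this count chance is not excluded for the number of genes. It is for lists in the same comparison, where the interferon response and MHC class I lists each had an exact permutation p = 0.00217 (adjusted over 8 lists 0.00866). The other 2 of these 3 parted the libraries by choroid plexus score more than any other split did, by 3.26 and 3.60 on the log2 scale against 1.90 in the real split, and the larger called 458 genes; with the score as a covariate the real comparison called 95 genes, 67 of the 69 among them. The other large split for the sex chromosome effect called 805 genes with a choroid plexus difference of 0.322, less than the 1.08 by which XY lay below XX, and that for XYM against XYF called 812 with 0.917; what set these apart was not tested.

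Haemoglobin genes, chosen after their values were seen, were lower with testes (exact permutation p = 0.00504; fry adjusted over 9 comparisons 0.00635), did not differ by sex chromosomes (exact permutation p = 0.228; fry 0.203) and were lower in XYM than in XYF (exact permutation p = 0.00433; fry 0.00391). Their levels per group are given above with the interferon list. The haemoglobin genes Hba-a1, Hbb-b1 and Beta-s, named after their values were seen, were themselves among the genes called for XYM against XYF and for XXM against XYF. Alas2, the X-linked gene called for XYM against XYF, is active in the red blood cell lineage. It was also called for XXM against XYF (log2 fold change -1.24, edgeR adjusted p = 0.0306). Residual blood could account for part of both comparisons. As for the interferon list, where the fry adjusted interaction p with the haemoglobin score in the model was 0.0476, blood cannot be told apart from the groups.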
